A study of Rattus norvegicus with 10 samples. Its data were reported in "Time-Dependent Expression Profiles of microRNAs and mRNAs in Rat Milk Whey" (2014).

How the data were processed

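Milk whey of 3 F344/N rat dams was taken on d 2, d 9 and d 16 postpartum and serum of the same dams on d 21. Groups and dam numbers were taken from the sample titles, which number the dams 1 to 3 on each day. The authors purified total RNA, amplified 100 ng of it per array with a low-input linear amplification kit, labelled the cRNA with cyanine 3 and hybridized it to 1-colour Agilent Whole Rat Genome arrays with 60-base probes. For serum the RNA of the 3 dams was mixed and put on 1 array. The arrays came on 3 slides that were scanned on 2 days. Slide 1 held d 2 whey of dams 1 and 2, slide 2 held d 2 whey of dam 3 and d 9 whey of all 3 dams, and slide 3, scanned on the later day, held d 16 whey of all 3 dams and the serum pool.

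The deposited spot values are intensity values on a linear scale, made by the authors with Feature Extraction 9.5.3.1. Per the file headers, the processed signal is an intensity from which the local background has been subtracted and spatial trends removed, with a surrogate value for spots not above background, and it is not normalized between arrays. The mean spot intensity and the median background intensity, per the file headers, are neither subtracted nor normalized. The deposited flags of 0 or 1 (well above background, positive and significant, saturated, non-uniform, population outlier) are other values made by the same software. The study's methods state quantile normalization in another program, and a deposited table of the whole series holds its result in 10 sample columns. The names of those 10 columns match no sample label, so the table was not used here. The array design annotates its probes on rat genome build rn4, and positions are given as the files give them, without a statement on exons or untranslated regions, whose annotation was not used here. Gene names are those of the files. RefSeq accessions of 20503 probes were looked up in a table of the rat assembly GRCr8, which was used for names alone, and 16815 (82.0%) matched, 3660 of them with another symbol than in the file. Of the 16849 probes tested, 16457 had a position.

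From these values log2 of the processed signal was quantile normalized over all 10 arrays, control spots left out, as the study's methods state quantile normalization. Spots with an outlier flag were set to missing and spots of the same probe averaged, which concerned 263 probes with 10 spots each. Saturated spots would have been kept, but there were 0. A probe was called detected in a group when it was well above background with a processed signal above 20 on at least 1 array of the group. This takes the form of the rule in the study's methods, but the study's present call was made in another program and was replaced here by the well above background flag, and its raw signal by the processed signal. R 4.3.3 was used with limma 3.58.1, jsonlite 2.0.0 and data.table (version 1.17.8). Days were compared with limma (lmFit and eBayes, two-sided moderated contrasts and an F test over the 3 days) on the 9 whey arrays, with Benjamini-Hochberg adjustment over the 16849 probes detected in whey and a threshold of 0.05. All 9 arrays shared the estimate of the spread of each probe, with 1.83 prior degrees of freedom. Dams were compared with a limma F test with the day in the model. All adjusted p-values of single probes in the text come from limma unless another test is named. The comparison of detected probes per array used two-sided exact permutation tests, without pairing and paired by dam. Serum, with 1 array, entered no test, and probes were counted that differed by more than 4-fold from the mean of the whey arrays. Levels were not compared between probes. For a probe that was not well above background on every array of a day, a fold is given as a bound, from the mean of the brighter day over the mean, per array, of the higher of the probe's own value and the lowest value of any probe well above background.

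The genes named between days were fixed by rule as the 5 largest rises and the 5 largest falls among probes with an adjusted p under 0.05, a gene symbol, signals well above background on all 6 arrays and no overlap between the 3 values of each day, with 1 probe per gene. Against serum they were the 5 largest differences each way among probes with a symbol that were well above background on all arrays. The genes the study measured by quantitative PCR were tested as a list, each by its probe that was well above background on most arrays. Fasn, Lpl, Vegfa and Il33 had 2 probes each. Those of Lpl disagreed from d 2 to d 16, where the probe used had an adjusted p of 0.107 and the other 0.0313, and those of Vegfa from d 2 to d 9, where the other probe had an adjusted p of 0.0364 but was not well above background on all arrays. Lists of probes were tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. Lists of marker genes for neutrophils, macrophages, lymphocytes, erythroid cells, platelets, liver and mammary epithelium were written before they were tested, and a cell-cycle list was added after the changes between days had been seen.

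The dam numbers pair the samples because the same animals were milked on all 3 days. Over the probes tested, deviations from the day means correlated with a mean r of 0.095 between samples of the same dam (-0.018 to 0.218, 5 of 9 pairs above 0.1) and of -0.047 between samples of different dams. The fit without the dam was the main one, since the test the study names for its other measurements does not use the dam, and the fit with the dam as a block was an alternative. Both comparisons with d 2 share their d 2 arrays, for which 20 data sets without change were simulated.

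The alternatives concerned the scaling of the arrays (75th percentile over 2 sets of probes, quantile over the whey arrays), normexp background correction with an offset of 50, outlier flags, filters and floors on dim probes, the dam or the slide as a block, an intensity trend in eBayes, the Tukey-Kramer test the study names for its other measurements, the rule of detection and leaving out each whey array. Scaling to the spike-in probes, removal of the trend with probe GC content and leaving out probes with the run GAGAGAG were added after the data had been seen. The day comparisons were tested on simulated data of 16845 probes, of which 200 were changed by 2 on the log2 scale. They recovered 70% of these from d 2 to d 9 with 13 false calls, 66.5% from d 2 to d 16 with 8 and 81% from d 9 to d 16 with 5, and gave 0 calls in the contrast left without change.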

Results

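Messenger RNA was measured in milk whey of 3 rat dams of the inbred strain F344/N, each milked on d 2, d 9 and d 16 postpartum, and in serum of the same dams taken on d 21. Whey is the clear fluid left after fat, cells and casein have been spun out of milk. Each of the 9 whey samples had an array of its own, so that each day had 3 arrays. The RNA of the 3 serum samples had been mixed and was measured on 1 array, so serum has no replicate. All 10 arrays received cRNA made from 100 ng of total RNA and carried 43379 non-control spots for 41012 non-control probes. No non-control spot was saturated on any array, and 93 to 121 spots per array carried an outlier flag and were left out. The 75th percentile of the processed signal ranged from 12.5 to 83.2 over the whey arrays, a 6.65-fold range, and was 4.11 on the serum array. The geometric mean signal of 9 spike-in control probes ranged from 7131 to 10567, a 1.48-fold range. The 20 brightest spots held 15.0 to 31.8% of the signal of a whey array and 56.1% of that of the serum array. The number of arrays, 3 per day and 1 for serum, limits the precision of every value given here.

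The arrays were first asked how many transcripts whey held on each day and how many of them serum held as well. A probe was counted as detected in a group when it was well above background with a processed signal above 20 on at least 1 array of the group. By this rule 11764 probes were detected in d 2 whey, 15980 in d 9 whey and 13267 in d 16 whey, and 16849 on any of the 3 days. Of the last, 10933 (64.9%) were detected on all 3 days, while 384 were detected on d 2 alone, 2794 on d 9 alone and 442 on d 16 alone. Counts on 1 day alone rested on single arrays. Of the 2794 probes, 2120 were detected only on the array of d 9 replicate 3, the brightest, and without it 674 were detected on d 9 alone, 578 on d 2 alone and 877 on d 16 alone, with 13131 in d 9 whey in all, fewer than in d 16 whey. Without d 2 replicate 3, 201 were detected on d 2 alone, and without d 16 replicate 2, 236 on d 16 alone. Serum had 3529 detected probes, of which 3265 (92.5%) were also detected in whey and 264 were not. The minimum signal moved the counts of each day, of any day, of serum and of both fluids most. With a minimum of 100 in place of 20, 5809 probes were detected in d 2 whey, 9475 in d 9 whey, 6959 in d 16 whey and 1208 in serum. Counted per array, 9891 ± 1669 probes (SD, n = 3) were detected in d 2 whey, 12944 ± 2647 in d 9 whey and 11795 ± 1253 in d 16 whey. The count rose in all 3 dams from d 2 to d 9, by a mean of 3053, and in all 3 dams from d 2 to d 16, by a mean of 1904, while from d 9 to d 16 it rose in 1 of 3. Two-sided exact permutation p values without pairing were 0.2, 0.2 and 0.5 in that order, where 3 arrays against 3 cannot give a p below 0.1. Paired by dam, in a test added after the data had been seen, exact permutation p values were 0.25, 0.25 and 0.5, and 3 pairs cannot give a p below 0.25, so these tests leave a difference between days open.

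**Figure D1:**
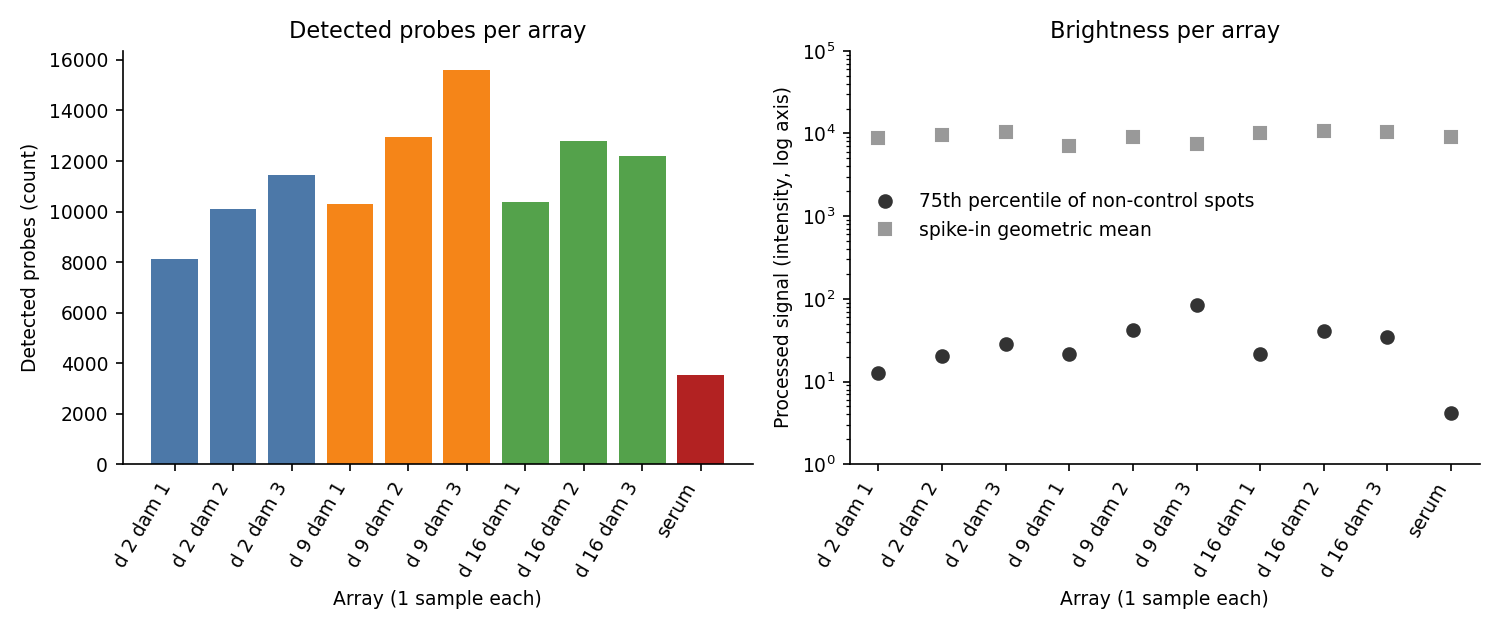
Detected probes on each of the 10 arrays (left, bars from 0, coloured by day or serum) and the 75th percentile of the processed signal with the geometric mean of the spike-in probes (right, circles and squares, log axis). The whey arrays lie between 8131 and 15585 detected probes and between 75th percentiles of 12.5 and 83.2, the serum pool lies below them at 3529 probes and 4.11, and the spike-in probes stay within 7131 and 10567.

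The likeness of the arrays was then compared over all 41012 probes, which are not independent replicates. The means of d 2 and d 9 whey correlated with r = 0.975, those of d 2 and d 16 whey with r = 0.968 and those of d 9 and d 16 whey with r = 0.986. Single arrays of the same day correlated with r of 0.950 to 0.984 (mean 0.972), and arrays of different days with r of 0.932 to 0.978 (mean 0.958). The mean of the whey arrays correlated with the serum array with r = 0.699 and a Spearman rho of 0.569.

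Each pair of days was compared with limma over the 16849 probes detected in whey, to find transcripts whose level changed in the course of lactation. Levels here are at an equal mass of total RNA, not per volume of whey. From d 2 to d 9, 2969 probes changed at an adjusted p under 0.05, 1897 of them higher and 1072 lower on d 9, and 1404 of them by more than 2-fold. Of the 2969 probes, 1979 were well above background on every array of both days. At an unadjusted p under 0.05 the count was 5826. The 3 values of each day did not overlap for 38.8% of the tested probes, against 10% by chance. All 6 arrays were scanned on the same day, and 1 of the slides held arrays of both days. Adding the slide as a fixed block lowered the count most, to 498 probes, 352 of them among the 2969, and scaling to the spike-in probes raised it most, to 7085. Without d 9 replicate 2 the count was 1266, and without d 2 replicate 2 it was 1557. The casein gene Csn1s2b (chromosome 14, 21782246 to 21785778 in build rn4, as all positions here) rose from 9.40 ± 0.23 to 13.52 ± 0.27 (log2 normalized signal, SD, n = 3), a log2 change of 4.13 with a standard error (SE) of 0.20 and a limma adjusted p of 0.000403. Susd3 (chromosome 17, 21375446 to 21375505) rose from 5.43 ± 0.61 to 9.11 ± 0.15, a log2 change of 3.68 (SE 0.29, limma adjusted p 0.000852). The log2 changes of the other named genes that rose were 3.62 for Pcp4 (chromosome 11, 36889298 to 36889357), 2.26 for Tgm1 (chromosome 15, 33846599 to 33846658) and 2.23 for Fxyd3 (chromosome 1, 86113801 to 86113860). Of these, Tgm1 was near the threshold, with a limma adjusted p of 0.0397 that ran from 2.53e-05 to 0.442 over 26 alternatives and passed the threshold in 15 of them. Sh2d5 (chromosome 5, 157035184 to 157035585) fell from 7.69 ± 0.62 to 3.20 ± 0.41, a log2 change of -4.49 (SE 0.38, limma adjusted p 0.00105). The transferrin gene Tf (chromosome 8, 108219377 to 108219436) fell from 14.29 ± 0.53 to 10.03 ± 0.22, a log2 change of -4.26 (SE 0.28, limma adjusted p 0.000492). The other named genes that fell were RGD1310384 (chromosome 14, 21755881 to 21755940), by a log2 change of -4.01, Ass1 (chromosome 3, 10620727 to 10622079), of -3.71, and Spdef (chromosome 20, 5927918 to 5927977), of -3.70.

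From d 2 to d 16, limma called 4801 probes, of which 2704 were higher and 2097 lower on d 16, and 2276 had changed by more than 2-fold. Of the 4801 probes, 3123 were well above background on every array of both days. The count at an unadjusted p under 0.05 was 6930, and the values of the 2 days did not overlap for 48.2% of the tested probes, against 10% by chance. All d 16 whey arrays lay on a slide and a scan day that held no other whey array, so the day and the slide cannot be told apart in this comparison. The count was 2744 without d 16 replicate 3 and 3111 without d 16 replicate 2. Csn1s2b reached 15.93 ± 0.26 on d 16, a log2 change of 6.53 from d 2 (SE 0.20, limma adjusted p 2.30e-05). Pcp4 rose from 8.41 ± 0.32 to 14.65 ± 0.22, a log2 change of 6.24 (SE 0.26, limma adjusted p 7.21e-05). LOC685157 (chromosome 12, 20082387 to 20082446) rose by a log2 change of 3.86, Fcer1g (chromosome 13, 87119567 to 87119626) by 3.72 and the complement gene C1qb (chromosome 5, 155647536 to 155647595) by 3.69. Ass1 fell from 10.16 ± 0.24 to 4.86 ± 0.37, a log2 change of -5.30 (SE 0.26, limma adjusted p 0.000118). RGD1310384 changed by -4.64 on the log2 scale, Chaf1b (chromosome 11, 34130836 to 34130895) by -4.57, Cdc2 (now Cdk1, chromosome 20, 20043755 to 20043814) by -4.42 and Plk1 (chromosome 1, 181012641 to 181012700) by -4.39.

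From d 9 to d 16 the change was smaller. Here limma called 239 probes, 95 higher and 144 lower on d 16, of which 138 were well above background on every array of both days and 193 had changed by more than 2-fold. The count at an unadjusted p under 0.05 was 3159, and the values of the 2 days did not overlap for 29.3% of the tested probes, against 10% by chance. Slide and scan day changed together with the day here too. The count was 117 with the dam as a block, and it was 22 without d 16 replicate 3, 33 without d 9 replicate 2 and 33 without d 9 replicate 3. Tf rose from 10.03 ± 0.22 to 15.48 ± 0.29, a log2 change of 5.44 (SE 0.28, limma adjusted p 0.00119). Pcp4 rose by a log2 change of 2.61, Wfdc2 (chromosome 3, 155587997 to 155588056) by 2.61, Csn1s2b by 2.41 and kif13B (chromosome 15, 44163458 to 44163517) by 2.40. Cdc2 changed by -2.83 on the log2 scale, Plk1 by -2.78, Spc24 (chromosome 8, 20854471 to 20854530) by -2.71, Pttg1 (chromosome 10, 28527480 to 28527539) by -2.16 and Arhgap9 (chromosome 7, 67288278 to 67288337) by -1.94. With the dam as a block, Plk1 had a limma adjusted p of 0.0529 in place of 0.0281, against a range of 8.93e-05 to 0.154 over its alternatives. None of these changes between d 9 and d 16 passed the threshold in the Tukey-Kramer test after Benjamini-Hochberg adjustment.

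**Figure D2:**
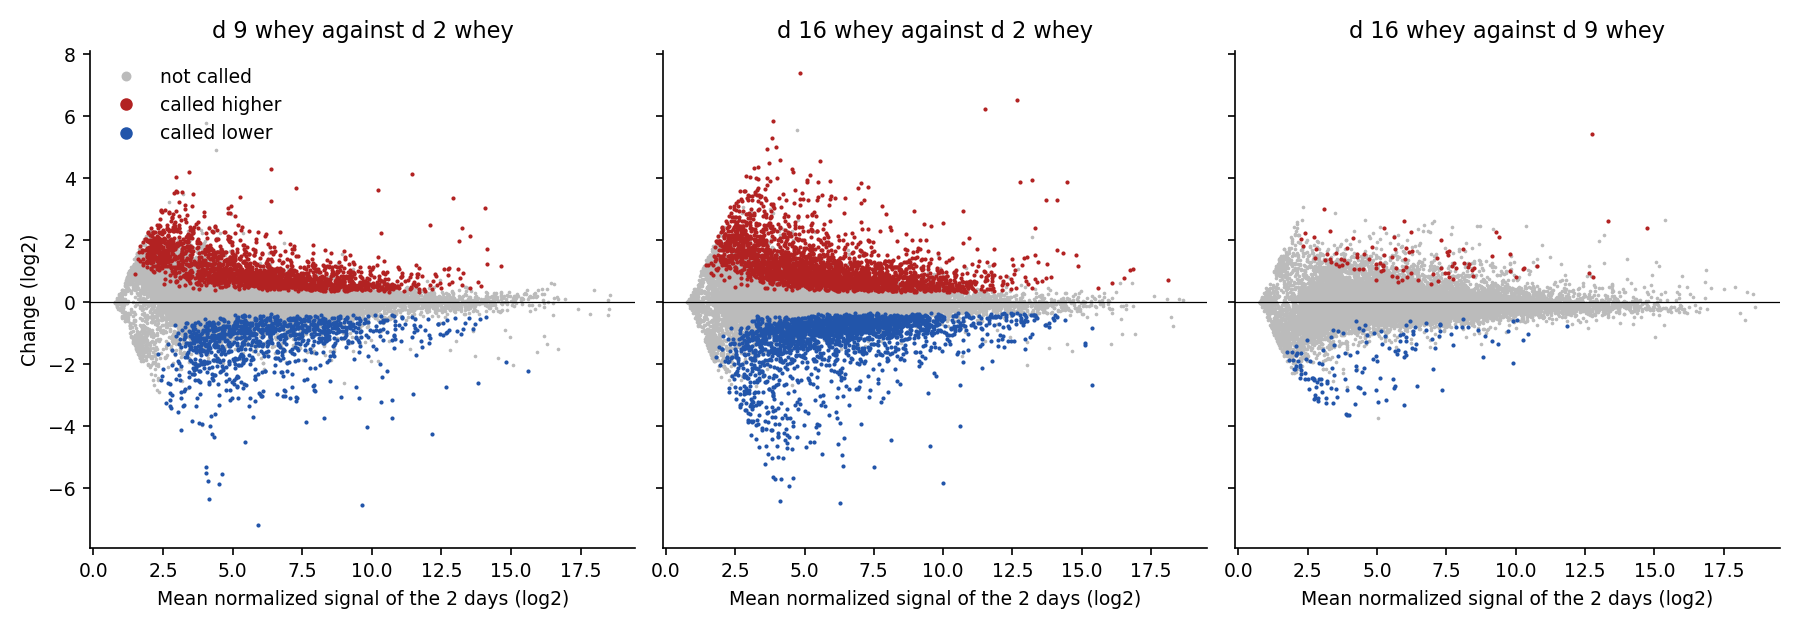
Log2 change of each tested probe in the 3 comparisons of days (vertical axes) against its mean log2 normalized signal on the 2 days compared (horizontal axes), with probes called higher by limma in red, probes called lower in blue and the rest in grey. From left to right 2969, 4801 and 239 probes were called, and dim probes show the widest changes.

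Over the 3 days together, the limma F test called 4320 of the 16849 probes (25.6%). That count was 2390 without d 2 replicate 2, 2443 without d 16 replicate 3 and 2849 without d 16 replicate 2. Both comparisons with d 2 called 2314 probes, 2306 of them in the same direction. Since both comparisons rest on the same d 2 arrays, their log2 changes correlate across probes with no change at all. The observed r was 0.798 over the probes, which are not independent, against a mean of 0.507 in 20 simulated data sets without change, and 79.1% of probes had the same sign against 66.7% in the simulations, which gave 0 probes called in both. Dams were compared as well, with the day in the model. The limma F test for dams called 0 probes after adjustment, with a smallest adjusted p of 0.388, and 1775 probes (10.5%) at an unadjusted p under 0.05.

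A list of 31 genes was tested next. They are the genes the study measured by quantitative PCR, chosen for their roles in immunity and development partly on these arrays, so that the list is not independent evidence. Of the 31 genes, 27 could be tested here in 81 comparisons. The array probes of Adipoq, Ins1, Tgfb1 and Tnfrsf11b were not detected in whey by the rule used here. That does not show absence, as the study's quantitative PCR did detect Tgfb1 in whey. Over all probes tested, limma called 23 of the 81 comparisons, 7 from d 2 to d 9, 13 from d 2 to d 16 and 3 from d 9 to d 16. Adjusted over the list alone, the counts were 8, 13 and 8, together 29. The choice that moved the first total most was the Tukey-Kramer test after adjustment, which called 14. From d 2 to d 9, Ccl28 changed by 1.16 on the log2 scale, Tnfsf13 by 0.89 and Muc1 by -0.69. With the slide as a fixed block none of these 3 changes passed the threshold, nor did those of Ccl5 and Pigr. The change of Muc1 had a limma adjusted p of 0.0475 and rested on the processing, as 18 of its 26 alternatives did not pass the threshold, with adjusted p values up to 0.308, and scaling to the spike-in probes turned it to 0.78. With the dam as a block its adjusted p was 0.0759. Ccl5 and Pigr were not well above background on 1 of the 3 d 2 arrays. Ccl5 was at least 3.54-fold higher on d 9. For Pigr the floor changed nothing, because its own d 2 signals lay above it, so its 1.91-fold rise to d 9 is a fitted value that includes a dim signal. With the dam as a block, Pigr had a limma adjusted p of 0.0687 in place of 0.0440, against 0.00883 to 0.168 over its alternatives. From d 2 to d 16, the log2 changes of the genes called were 1.48 for Cd63, 1.19 for Tf, 1.07 for Lalba, 1.05 for Mfge8, 1.04 for Csn2, 0.99 for Ccl28, 0.67 for Tnfsf13, 0.64 for Csn3 and -1.04 for Muc1, besides Csn1s2b. Ccl5 was at least 5.20-fold higher on d 16 than on d 2, and the fitted value for Pigr was 3.89-fold. The call for Csn3 (limma adjusted p 0.0498) was lost with the dam as a block, at 0.0712, and its alternatives ran from 0.00782 to 0.449. Wap was called too, with a log2 change of 0.73 and a limma adjusted p of 0.0164. Its probe had the same rank on all d 2 arrays and on all d 16 arrays, so that quantile normalization gave it an SD of 0 on both days, and with scaling to the 75th percentile its adjusted p was 0.343, within a range of 0.00362 to 0.452 over its alternatives. From d 9 to d 16, Mfge8 rose by a log2 change of 1.24 with a limma adjusted p of 0.0319, which became 0.0575 with the dam as a block, within 0.00151 to 0.731 over its alternatives. The gene Cxcl1, chosen after its values were seen, had log2 signals of 10.38 on d 9 and 9.47 on d 16 in dam 2 and of 3.69 to 6.02 on the other 7 whey arrays. It was not called between any days, with limma adjusted p values of 0.412, 0.381 and 0.994.

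**Figure D3:**
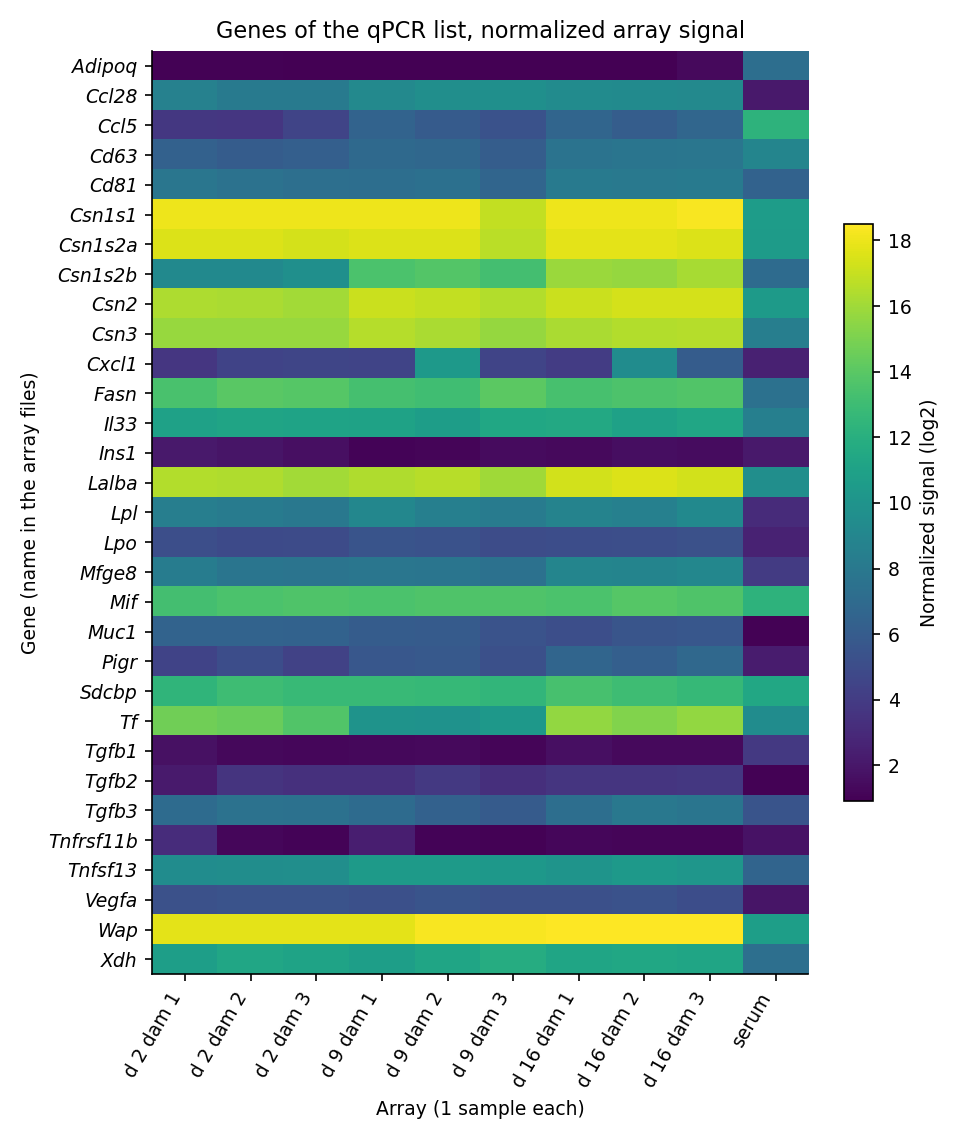
Heat map of the log2 normalized signal (colour scale) of the 31 genes on the quantitative PCR list, with genes as lines and the 10 arrays as columns. Csn1s2b climbs from a mean of 9.40 on d 2 over 13.52 on d 9 to 15.93 on d 16, Tf drops from 14.29 to 10.03 on d 9 and stands at 15.48 on d 16, and Cxcl1 is bright in dam 2 on d 9 and d 16.

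The study drew 8 groups of transcripts as heat maps, chosen from those it detected on these arrays, and 117 of their 121 probes were tested here. With camera, a competitive test of a list against all other probes, 5 of 24 list comparisons were called. Cytokine transcripts had a median log2 change of 1.28 from d 2 to d 16 (adjusted p 0.0194) and milk protein transcripts of 0.72 (adjusted p 0.0194). With normexp these medians were 0.23 and 0.68. From d 9 to d 16, milk protein transcripts had a median log2 change of 0.34 (adjusted p 0.000564), milk exosome-related transcripts of 0.16 (adjusted p 0.0273) and pattern recognition receptor transcripts of 0.20 (adjusted p 0.0273). The 3 medians from d 9 to d 16 were 0.32, 0.12 and 0.06 with normexp. They were -0.36, -0.75 and -0.62 when arrays were scaled to the spike-in probes. That scaling moved the median of all tested probes to -0.94. The choice that moved the count of calls most was an estimated correlation between probes, under which camera called 0. With fry 8 comparisons were called, among them every one of the 5 except pattern recognition receptors, where its adjusted p was 0.0926. Without d 16 replicate 1 camera called 9. Median and mean differed in sign from d 2 to d 9 for hormone and growth factor transcripts, with a median of 0.05 and a mean of -0.20, and for miRNA processing transcripts, with a median of 0.03 and a mean of -0.14.

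The 9 whey arrays were last set against the serum pool, for which no test is possible. Of 21172 probes that were well above background on the serum array or on at least 1 whey array, 5769 were more than 4-fold higher in whey and 3329 more than 4-fold higher in serum. Among the 4638 probes well above background on all whey arrays and on the serum array, 403 were more than 4-fold higher in whey and 807 in serum. These counts depend on the scaling. With normexp background correction they were 519 and 872 in place of 5769 and 3329, and with the spike-in probes 12811 and 722. The probe for Glycam1 (chromosome 7, 142455707 to 142455766) had a log2 signal of 18.33 ± 0.33 in whey (SD, n = 9) and of 10.02 in serum, a difference of 8.32. The differences were 7.69 for Csn3 (chromosome 14, 21674877 to 21674936), 7.38 for Wap (chromosome 14, 87392578 to 87392637), 7.34 for Csn1s1 (chromosome 14, 21869236 to 21869295) and 7.15 for Cd24 (chromosome 20, 47507471 to 47507530). In the other direction, the globin gene LOC287167 (now Hba-a3, chromosome 10, 15559132 to 15559189) had 6.76 ± 0.96 in whey and 18.04 in serum, a whey minus serum difference of -11.27. It was followed by Tp53i11 (chromosome 3, 77602257 to 77602316) with -9.58, Olr184 (now Or52e8b, chromosome 1, 162793786 to 162793845) with -8.93, LOC680711 (chromosome 12, 17662678 to 17662737) with -8.79 and Cyct (chromosome 3, 59042938 to 59042997) with -8.67. The probes of these last 4 genes all hold the run GAGAGAG. Of the 251 probes on the array with that run, 148 (59.0%) were detected in serum, against 8.29% of the probes without it.

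**Figure D4:**
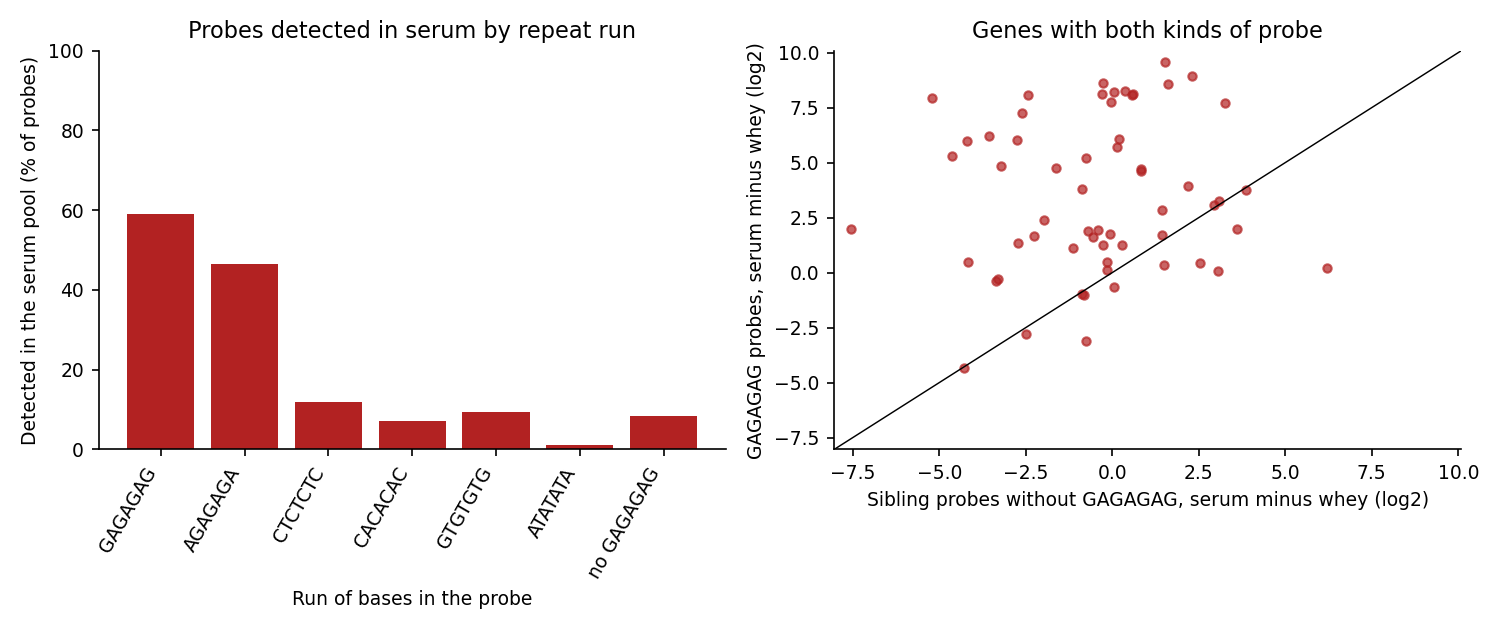
Percent of probes detected in the serum pool by the run of 7 bases they hold (left, bars from 0), and for 59 genes with both kinds of probe the serum minus whey difference (log2) of the GAGAGAG probe against that of its sibling probes (right, 1 point per gene, with the line of equality). Probes with GAGAGAG reach 59.0% and those with AGAGAGA 46.5%, while probes without GAGAGAG stand at 8.29%, and 47 of the 59 genes lie above the line.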

Values the study reported

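The study reported that its arrays could detect 41,090 transcripts and that it found 10,948 of them in whey. By day postpartum its whey counts were 8,110 (d 2), 10,503 (d 9) and 8,966 (d 16). In serum it counted 2,361 transcripts, and 2,200 were shared by whey and serum.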

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

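All tests of the brightness of the arrays given here were chosen after the values they rest on had been seen. Spike-in control probes were left out of the reported comparisons of days and served only in a scaling added later, and they stood out because of a strong signal in spots outside the main measurement. The geometric mean signal of 9 spike-in probes was at least 3124 times the median of the negative control probes of the same array, whose highest median was 2.36. From the lowest to the highest whey array the spike-in signals differed 1.48-fold, while the 75th percentile of the non-control spots differed 6.65-fold.

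That difference argues against labelling, hybridization or scanning that acts alike on spike-in and sample RNA as the whole cause of the unequal brightness of whey arrays. The argument assumes that the spike-in RNA was added before labelling, which the files do not state. The spike-in probes cannot show how well each sample's own RNA was amplified and labelled. The study reported little or no ribosomal RNA in whey, with small RNAs present. A few abundant transcripts taking the signal from the others, as the whole cause, would lower their own sum as the rest rises. The summed signal of the 20 brightest spots was instead 2.40 times as high on the array with the highest 75th percentile as on that with the lowest. Their share of the signal was 15.0% on the former and 31.8% on the latter, so abundant transcripts as a part of the cause are not excluded. The day postpartum stays open, since a two-sided exact permutation test of d 9 against d 2 whey gave p = 0.2 for the 75th percentile, and 3 arrays against 3 cannot go below 0.1. It was higher on d 9 in all 3 dams, for which an exact paired permutation p is 0.25, the lowest that 3 pairs can give. Differences in the share of messenger RNA within a fixed mass of total RNA, or in the integrity of the RNA, may also be at work and were not tested.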

How the results depend on the processing

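Scaling to the spike-in probes, removal of the GC trend and leaving out GAGAGAG probes were tried after the results had been seen, and the other alternatives were set before the data were examined. Over all results, 1473 of 1678 values under alternatives kept their direction and side of the threshold or stayed close to the reported value, 151 were weaker, 10 stronger, 43 moved and 1 was reversed. The cause of a change was not tested unless it is given.

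The number of probes changed from d 2 to d 9 (2969) was 498 with the slide as a fixed block, which sets the 3 d 9 arrays against 1 array of d 2 on the same slide, and 352 of the 498 were among the 2969. It was 1297 with the Tukey-Kramer test after Benjamini-Hochberg adjustment. From d 2 to d 16 (4801) that test gave 2683. From d 9 to d 16 (239) it gave 0, while it called 2050 unadjusted and limma called 3159 unadjusted. Unadjusted it called 6737 probes over the 3 days (4320). The count from d 9 to d 16 was 855 with normexp, 654 with an intensity trend, 676 with the slide as a random block, 536 among probes well above background on all whey arrays and 131 without a filter, where 41012 probes shared the adjustment. With the dam as a block the counts were 3092 from d 2 to d 9, 4849 from d 2 to d 16 and 117 from d 9 to d 16, and 117 again with the GC trend removed as well. Without the block, removal of the GC trend gave 2796, 4701 and 242. The block took the calls of Muc1 and Pigr from d 2 to d 9, Csn3 from d 2 to d 16 and Mfge8 and Plk1 from d 9 to d 16, and changed no other call of the named genes. The slide as a fixed block took 6 calls of named genes from d 2 to d 9, with limma adjusted p values of 0.0517 for Ccl28, 0.0810 for Tnfsf13, 0.148 for Ccl5, 0.136 for Pigr, 0.299 for Muc1 and 0.442 for Tgm1. The test for dams called 0 probes with limma under every alternative tried, with 1255 to 2813 probes at an unadjusted p under 0.05.

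Leaving out 1 whey array gave 1266 (without d 9 replicate 2) to 2718 probes from d 2 to d 9, 2744 (without d 16 replicate 3) to 4886 from d 2 to d 16, 22 (without d 16 replicate 3) to 259 from d 9 to d 16 and 2390 (without d 2 replicate 2) to 4254 over the 3 days. Fewer samples alone lower such counts. Calls in the quantitative PCR list ranged from 17 to 25 over all probes and from 25 to 31 over the list alone, and camera calls in the heat map lists from 4 to 9 (without d 16 replicate 1). Detected probes ranged from 10230 to 11764 in d 2 whey, 13131 to 15980 in d 9 whey, 12353 to 13267 in d 16 whey, 14729 to 16787 on any day and 3211 to 3264 for whey and serum together.

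Scaling to the spike-in probes moved the median log2 change of all tested probes to 1.53 from d 2 to d 9, 0.58 from d 2 to d 16 and -0.94 from d 9 to d 16, where it had been 0.11, 0.04 and -0.06. The counts became 7085, 755 and 159, and 2875 over the 3 days, and the share of higher among changed probes 99.1%, 76.6% and 2.52% in place of 63.9%, 56.3% and 39.7%. By construction this scaling leaves differences in overall brightness in the data. It turned the log2 change of Muc1 from d 2 to d 9 to 0.78 and left 16 of 48 changes of named genes below the threshold. Of these 48 changes, 21 were called under every alternative that could be fitted and 27 were lost under at least 1. Wap kept the same log2 change of 0.73 when any 1 array was left out, because quantile normalization had given it equal values within d 2 and within d 16 whey.

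In the quantitative PCR list, 14 of 23 calls were left with the adjusted Tukey-Kramer test. The total over the list alone (29) was 24 with the dam as a block, 21 with the spike-in probes and 35 with normexp. The 5 camera calls in the heat map lists became 1 with scaling to the 75th percentile of probes well above background on all whey arrays, 8 with fry, 0 with an estimated correlation and 9 with the spike-in probes.

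Detection moved with its rule. Requiring 3 of 3 arrays left 10091 probes in d 9 whey and 10869 on any day. Without a minimum signal 6170 probes were detected in serum and 5704 in both fluids, and with a minimum of 50 these were 1907 and 1725. With a minimum of 100, 5809, 9475 and 6959 probes were detected on d 2, d 9 and d 16, 9605 on any day, 1208 in serum and 1062 in both. Signal over background thus sets what can be detected, most of all on the serum array.

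Probes more than 4-fold higher in whey (5769) numbered 973 and 3603 with the 2 scalings to a 75th percentile, the first over probes well above background on all whey arrays, 519 with normexp, 3790 among probes well above background on all whey arrays and 12811 with the spike-in probes. Those higher in serum (3329) numbered 8826 with the first of these scalings, 872 with normexp, 5700 without a filter, 812 among probes well above background on all whey arrays and 722 with the spike-in probes. Normexp adds an offset that shrinks differences of dim probes. The correlation of whey and serum across probes (0.699) was 0.762 with normexp and 0.679 among probes well above background on all whey arrays.

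The authors' normalized table was not run, since its columns could not be assigned to samples. The scan day as a block could not be fitted with d 16 and is constant from d 2 to d 9. Quantile normalization over the whey arrays gives no value against serum.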

Other observations

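The cell-cycle list and the tests of explanations for the GAGAGAG probes, the macrophage genes and the cell-cycle genes, by scaling, GC content, slide, serum or cell type, were chosen after the results had been seen, as were the splits for the marker lists, while the counts over other splits of the samples were set before any split was run and the marker lists other than the cell-cycle list before any signal was read. The number of probes detected in whey on any day was 16849. That is higher than the value quoted from the study above. In d 9 whey 15980 probes were detected. That is higher than the value quoted from the study above. The other 4 detection counts, on d 2, on d 16, in serum and in both fluids, are higher than those quoted as well. The study made its present call in another program, which was not used here. The choice between the 2 flags in the files does not account for the difference, since the flag for positive and significant spots gave the same 6 counts.

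Other splits of the same samples were tried to see whether chance can be excluded. For each comparison of days, 1 of the 10 splits of the 6 arrays, the real one, gave as many called probes, and the next largest gave 1 probe. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone. Among the 4 splits that part all 3 pairs of a dam, 1 gave as many probes, again the real one. Over the 3 days, 1 of 100 drawn splits and 1 of 36 splits within dams gave as many as the 4320 probes, and the largest other counts were 2782 and 1916. For the quantitative PCR list, 1 of 100 and 1 of 36 splits gave as many calls, both over all probes and over the list alone, so chance is excluded for these counts, though not a slide effect. The 5 camera calls in the heat map lists were reached by 38 of 100 and by 12 of 36 splits, and chance is not excluded for them. Of the 36 orders of the dams within days, 2 gave as many probes as the 1775 that differed between dams unadjusted. The median over the orders was 564 and the highest count 1823, so chance is not excluded for dams either.

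Probes with the run GAGAGAG were bright in the serum pool. Of 251 such probes 148 (59.0%) were detected there, and 15 of the 20 probes with the highest excess in serum among those measured on all arrays held the run. They made up 161 of the 3329 probes more than 4-fold higher in serum, and of 153 tested between days 9, 27 and 1 were called from d 2 to d 9, from d 2 to d 16 and from d 9 to d 16. Repeats of any kind are argued against, as 7.05% of CACACAC probes and 11.9% of CTCTCTC probes were detected in serum. An abundance of the named transcripts is argued against by 59 genes that also have probes without the run. The median serum minus whey difference was -0.26 (log2) for those siblings and 3.09 for the GAGAGAG probes, which were higher in 47 of the 59 genes. An exact two-sided signed-rank test over the 59 genes, which are not independent replicates, gave p = 2.99e-09. These values are consistent with binding to the run itself. Whether labelled cRNA of the serum pool held the complementary repeat, or the effect arose in labelling, was not tested, and with 1 serum array it cannot be said whether other serum samples show it.

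Macrophage marker genes rose with the day. Of the 15 genes listed, the heat map lists hold 1 and the other marker lists 0. Among the 15, 9 were tested, 4 of them well above background on all d 2 arrays. Their median log2 change was 1.70 from d 2 to d 9 (8 of 9 genes higher, camera adjusted p 0.00225) and 3.10 from d 2 to d 16 (8 of 9 higher, adjusted p 6.12e-06). Emr1, near background, fell. Ctsb had a log2 signal of 10.17 on d 2 and 11.35 on d 16, and Aif1 6.26 and 9.36. The calls hold with fry and none holds with an estimated correlation. Array scaling is argued against as the cause, since the median from d 2 to d 16 was 3.72 with the spike-in probes, and probe GC content since it was 3.10 with the GC trend removed. The size of the rise depends on the processing, as normexp gave medians of 0.37 from d 2 to d 9 and 1.11 from d 2 to d 16. Slide and scan day are argued against from d 2 to d 9, as the 3 d 9 arrays exceeded the d 2 array of their own slide by medians of 2.00, 1.81 and 1.15. For the slide this rests on 1 d 2 array, which all 3 medians share, and a low value of that array would give the same result. From d 9 to d 16 the median was 1.26, or 0.45 with the spike-in probes, and the day cannot be told apart from the slide there. Serum RNA in milk with the make-up of the serum pool is argued against by the globin gene LOC287167. In d 16 whey it was -10.20 from its serum level on the log2 scale, while the 8 macrophage genes well above background in serum were -3.79 to -0.30 from theirs. Among 7 globin and erythroid genes, with a median of -7.76, Bpgm came nearest to that range with -3.97. The comparison rests on 1 serum array, from d 21, so blood RNA of another make-up is not excluded. What stays open is RNA of macrophages in whey, which the rise of 3.10 is consistent with as a hypothesis, a change of these genes in other cells and, for d 16, the slide. How many of the genes mammary tissue itself expresses was not tested. The study filtered whey to remove residual cell debris. It proposed that whey RNA does not come from milk cells and that whey transcripts may come from milk exosomes, which are small vesicles. Whether the content of such vesicles changed with the day was not tested.

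Cell-cycle genes fell with the day. The list was written after Cdc2 and Plk1 had been seen among the largest falls, so it is not independent of them. Of its 76 genes 56 were tested, none of them on another list, and 49 were well above background on all d 2 arrays. Many were not so on all 9 whey arrays, such as Birc5 (on 6) and Mcm6 (on 5). The falls therefore include dim signals, and the medians are fitted values, not bounds. The median log2 change of the 56 genes was -1.21 from d 2 to d 9, with 56 of 56 lower (camera adjusted p 3.23e-22). From d 2 to d 16 it was -3.29, with 56 of 56 lower (adjusted p 1.99e-33). The calls hold with fry and none holds with an estimated correlation. Array scaling is argued against from d 2 to d 16, where the median was -2.80 with the spike-in probes, but not from d 2 to d 9, where it was 0.16 and the direction was lost, against a shift of 1.53 in the median of all probes. With normexp the medians were -0.48 and -0.91. Probe GC content is argued against by a median of -3.28 with the GC trend removed. A lower share of mammary epithelial RNA as the whole cause is argued against by the list medians. From d 2 to d 16 the 12 epithelial genes tested had a median of -0.27, against -3.29 for the cell-cycle genes. With normexp these were -0.17 and -0.91. Of the 12 genes 0 fell as far as -3.29, but that median includes dim probes. The epithelial genes ranged from -2.29 for Krt19 to 1.93 for Slc34a2, with 5 called lower and 1 higher. Some cell-cycle genes well above background on all 9 whey arrays fell less than Krt19, such as Mcm7 (-2.19) and Pcna (-2.14). Others fell further, such as Cdc2 (-4.42) and Chaf1b (-4.57). A part of epithelial RNA in the fall is thus not excluded. From d 9 to d 16 the median of the cell-cycle genes was -1.81, and day and slide cannot be told apart there. A decline of dividing cells among the sources of whey RNA, a lower share of epithelial RNA as a part of the cause and, for d 16, the slide all stay open. A change in the content of milk exosomes was not tested here either.

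The other marker lists gave smaller or less certain changes. Of 18 list comparisons including the cell-cycle list, camera called 11, fry 16 and camera with an estimated correlation 0. Without the cell-cycle list, which was chosen from the real grouping, camera called 7 of 15. As many were reached by 6 of 100 drawn splits, so chance is not excluded. Within dams 1 of 36 splits, the real one, gave as many, but the largest other count was 6. Mammary epithelium (12 of 15 genes tested) had median log2 changes of -0.68 from d 2 to d 9 (camera adjusted p 0.00266), -0.27 from d 2 to d 16 (0.125) and 0.17 from d 9 to d 16 (0.0306), which with the spike-in probes became 0.84, 0.32 and -0.71. For neutrophils (7 of 19) the adjusted p was 0.856, 0.0632 and 0.0110 in the same order, with medians of 0.36, 1.19 and 0.90, and the last of these calls was the only camera call among the marker lists that fry did not hold (adjusted p 0.0731). For erythroid cells (2 of 15) it was 0.0664, 0.0479 and 0.0654, and for lymphocytes (3 of 15) 0.281, 0.0632 and 0.0395, where the medians of 0.58 and 0.71 from d 9 to d 16 became -0.19 and -0.13 with the spike-in probes. None of the 15 liver genes and 1 of the 14 platelet genes was tested, so neither list could be tested as a set. The heat map lists of the study hold 1 of the liver genes.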
